A study of Mus musculus with 9 samples. Its data were reported in "A mild increase in nutrient signaling to mTORC1 in mice leads to parenchymal damage, myeloid inflammation and shortened lifespan" (2024).

How the data were processed

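Neutrophils (CD45+, CD11b+, Ly6G+) were sorted from bone marrow, and 3′-end libraries were made by oligo-dT priming with random-primed second strands that carry molecular identifiers. Per the study's methods, the authors aligned reads to GRCm39 with TopHat2 and counted them per gene, by strand, with HTSeq on a GENCODE annotation. The deposited values are a signal derived from gene read counts, which the authors divided by one size factor per library. Whether reads were collapsed by molecular identifier, and which filter chose the listed genes, is not stated. If reads were not collapsed, they are not independent molecules, and counting error understates the noise. Each listed gene had a read in at least 7 of the 9 libraries and reached at least 8 reads in one library, so scarce transcripts are under-represented. TopHat2 allowed reads with several alignments, which can affect genes with near-identical copies.

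Every library's values were whole multiples of the value of 1 read (100% of values), and these multiples were taken as the recovered reads, from 1214295 to 1973957 per library. Libraries were mapped to genotype by GEO's labels, and 0 columns were left without a sample. Pairs of libraries of one genotype differed by more than sampling noise, with a chi-square per degree of freedom of at least 5.45 over 16 pairs, so none was counted as a duplicate. The labels give no sequencing batch or date. The RragcS74N/+ libraries analysed here are fewer than the mice that the study's text describes, so its result and those given here are not known to rest on the same set of libraries.

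Values were transformed as log2(value + 1), and genes with a mean of at least 10 were tested with limma (version 3.58.1, R 4.3.3) with trended empirical Bayes moderation and genotype as the one term. Fold changes on this scale understate those of low genes. P-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The study's curated sets, without its subsets cut by fold change, were tested with fgsea (version 1.28.0, 1000 gene permutations, threshold 0.25). Only sets with 10 to 1000 tested genes were kept, which left 21 sets. Two-sided exact permutation tests over all 126 splits of the libraries were used for single values, and a one-sided test for the distance between genotypes. edgeR (version 4.0.16) and DESeq2 (version 1.42.0) were run on the recovered reads as alternatives, and DESeq2 gave no adjusted p-value for 8 genes.

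The tests, the gene lists and most alternatives were chosen before the data were examined. The named genes are the pathway, sorting, fresh and aged, sex-linked and marker genes, and the 4 higher and 4 lower genes with the smallest limma p-value among genes with a mean of at least 50 whose genotypes did not overlap. The marker lists covered cell cycle, primary granule, secondary granule, mature neutrophil, erythroid, B cell, T and NK cell, monocyte, eosinophil and basophil, platelet and immediate early genes. Primary granule and platelet lists had 0 listed genes and gave no score. Alternatives were the pseudocount, the filter, the scaling, the moderation, array quality weights, the set test and its ranking, the distance, and the removal of each library in turn. Removal of each library's trend on the GC content of transcript 3′ ends (the last 500 nucleotides) or on transcript length was added after the data were seen, as were 2 marker lists used in the closing section. These properties came from GENCODE transcripts of assembly GRCm38, not the authors' assembly, matched by symbol for 7067 of 7197 genes. The order of genes along chromosomes, used for the window around Rragc in the closing section, came from the same assembly.

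The procedure was tested on simulated counts drawn from the real means and library sizes, with the trend of dispersion on expression. Each gene was drawn independently, so correlation between genes and outlying libraries were not simulated. Of 192 changed genes among 6624 tested, limma called 83.3%, and 3.61% of its calls were false. It called 64 of the 95 genes changed by a log2 value of 1, or 67.4%, and 99.0% of those changed by a log2 value of 2. With no gene changed, 0 genes passed the adjusted threshold and 337 of 6647 had an unadjusted p-value under 0.05.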

Results

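Neutrophils, the most abundant phagocytes of the bone marrow, were sorted from young mice of 2 genotypes, and their polyadenylated RNA was profiled by 3′-end sequencing. RagC, encoded by Rragc, is a subunit of the Rag GTPases, which signal amino acid sufficiency to the kinase complex mTORC1, and RragcS74N/+ mice carry 1 edited allele that encodes an active form of the protein. The data comprised 5 Rragc+/+ and 4 RragcS74N/+ libraries, each from animals aged 2 months. The deposited table listed 7197 genes, and the reads recovered over these genes numbered 1515380 ± 285755 per library (SD, n = 5) in Rragc+/+ and 1592000 ± 209017 (SD, n = 4) in RragcS74N/+. The lowest total was 1214295 reads in Rragc+/+ replicate 2 and the highest 1973957 reads in Rragc+/+ replicate 1. These totals cover the listed genes alone and are not the full depth of the libraries.

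The edited gene was examined first. Rragc measured 71.0 ± 10.3 normalized counts (SD, n = 5) in Rragc+/+ and 65.8 ± 9.52 (SD, n = 4) in RragcS74N/+ neutrophils. The difference of -0.11 on the log2(value + 1) scale was smaller than the spread between replicates (exact permutation test, two-sided, p = 0.484). Removal of RragcS74N/+ replicate 2 took this difference to 0.0011. The edit changes the coding sequence, so a gene-level count cannot show which allele was transcribed.

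Whether libraries separated by genotype was tested next. Over the 1000 genes with the largest variance, the mean Euclidean distance between libraries was 33.54 across genotypes and 33.54 within a genotype, a difference of -0.0052 (exact permutation test, one-sided, p = 0.444). The alternative that moved this value most was the removal of Rragc+/+ replicate 5, which gave a difference of 3.38. The first principal component held 51.5% of the variance and the second 16.1%. Rragc+/+ replicate 2 had the highest score on the first component, 37.2, and RragcS74N/+ replicate 1 had the highest score on the second, 21.1. Neither component differed between genotypes beyond the spread between replicates (exact permutation tests, two-sided, p = 0.222 for the first and p = 0.484 for the second).

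**Figure D1:**
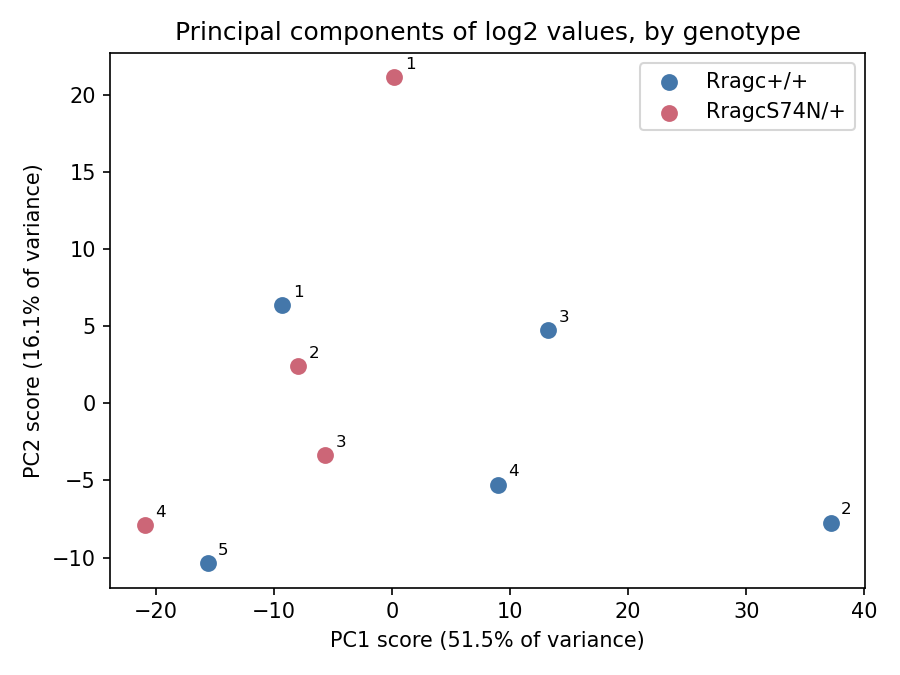
Scores of the 9 libraries on the first (horizontal axis, 51.5% of variance) and second (vertical axis, 16.1%) principal components of log2(value + 1) over the 1000 most variable genes. Points are libraries colored by genotype and numbered by replicate, and Rragc+/+ replicate 2 lies at 37.2 on the first component.

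Differential expression was tested over 6673 genes with a mean of at least 10 normalized counts. With limma, 0 genes had a Benjamini-Hochberg adjusted p-value under 0.05, and the smallest adjusted p-value was 0.713. At an unadjusted p-value under 0.05 there were 388 genes, or 5.81% of those tested, of which 254 were lower and 134 were higher in RragcS74N/+. The count of 388 moved most when Rragc+/+ replicate 5 was left out, which gave 907 genes. The genotypes did not overlap in any library for 113 genes, or 1.69% of those tested, against 1.59% given by chance. By edgeR's quasi-likelihood test on the recovered reads 0 genes passed the adjusted threshold and 460 had an unadjusted p-value under 0.05. DESeq2 on the same reads called 0 genes and gave 447.

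Among genes with a mean of at least 50 and no overlap, the smallest p-values for higher expression in RragcS74N/+ belonged to Xpa, Lnpk, Malat1 and Dnajc13, with log2 changes of 0.55, 0.58, 0.48 and 0.55. Malat1 rose from 1961 ± 305 normalized counts (SD, n = 5) to 2725 ± 294 (SD, n = 4), with a standard error of 0.16 on the log2 change. Those lower in RragcS74N/+ were Slc35c2, Furin, Ninj1 and Mark4, with log2 changes of -0.95, -0.73, -0.82 and -0.85. Each had its highest value in Rragc+/+ replicate 2, at 147, 493, 180 and 180 normalized counts. Across the fits that each left out one replicate, their smallest changes were -0.72, -0.59, -0.57 and -0.61. Slc35c2 measured 82.2 ± 37.1 (SD, n = 5) and 39.8 ± 6.25 normalized counts (SD, n = 4). The adjusted p-value of each of these 8 genes in limma was 0.713, so none passed the correction.

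Genes of the Rag-mTORC1-TFEB axis were compared as a fixed list, of which 13 of 17 were listed in the table. In limma, 0 of the 13 passed an adjusted p-value of 0.05 over all genes tested, and 0 passed when adjusted over the list alone. Ctsd, which encodes the lysosomal protease cathepsin D, measured 1469 ± 395 normalized counts (SD, n = 5) in Rragc+/+ and 953 ± 110 (SD, n = 4) in RragcS74N/+. Its log2 change in limma was -0.59 with a standard error of 0.20 and an adjusted p-value of 0.713 over all genes and 0.127 over the list alone. Ctsd passed the list threshold when Rragc+/+ replicate 5 was left out, with an adjusted p-value of 0.0181 in limma. That fit gave the largest change among those that each left out one replicate, which ranged from -0.72 to -0.45. Its highest value, 2094 normalized counts, was in Rragc+/+ replicate 2. Lamtor1 fell by 0.30 on the log2 scale and Tfeb by 0.57, each with an adjusted p-value over the list alone of 0.272 in limma. With each library's trend on 3′ GC content removed, the log2 changes were -0.34 for Ctsd, -0.19 for Lamtor1 and -0.20 for Tfeb.

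Pre-ranked enrichment was computed for 21 gene sets curated by the study, with genes ranked by limma's moderated statistic. At the study's threshold, an adjusted p-value under 0.25, 9 sets passed, 5 with lower and 4 with higher ranks in RragcS74N/+. KEGG lysosome had a normalized enrichment score of -2.09 over 77 genes (fgsea, adjusted p = 0.0179), and 64.9% of its genes were lower in RragcS74N/+, with a median log2 change of -0.18. Of the 4 lists of targets of TFEB, a transcription factor restrained by mTORC1, the Sardiello list scored -1.66 (fgsea, adjusted p = 0.0179) and the Tfeb-knockout list -1.54 (fgsea, adjusted p = 0.0280). The broad list scored -1.03 (fgsea, adjusted p = 0.569) and the short list -0.66 (fgsea, adjusted p = 0.924). The Hallmark sets of mTORC1 signaling, at 0.88 (fgsea, adjusted p = 0.903), and of PI3K-AKT-mTOR signaling, at -0.78 (fgsea, adjusted p = 0.920), did not pass. Genes that rose in young mutant kidney scored -1.88 and genes that rose in old mutant kidney scored 1.41 (fgsea, adjusted p = 0.0179 for both). Both of these kidney sets passed the threshold no longer when each library's trend on 3′ GC content was removed (fgsea, adjusted p = 0.852 for both), and the old-kidney set reversed to -0.78 without RragcS74N/+ replicate 1. The other sets under the threshold were genes lower in young mutant kidney, at -1.32, the interferon gamma response, at 1.32, the De Cecco interferon list, at 1.35, and the inflammatory response, at 1.25.

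These enrichment p-values permute genes and treat genes as independent. With a preset correlation between genes (camera) 5 sets passed, with the correlation estimated from the libraries 0 passed, and with fry, which rotates libraries, 0 passed. For KEGG lysosome the adjusted p-value was 0.00619 with the preset correlation in camera, 0.930 with the estimated one, and 0.860 with fry. No set test that allowed for the correlation found in these libraries passed the threshold of 0.25.

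**Figure D2:**
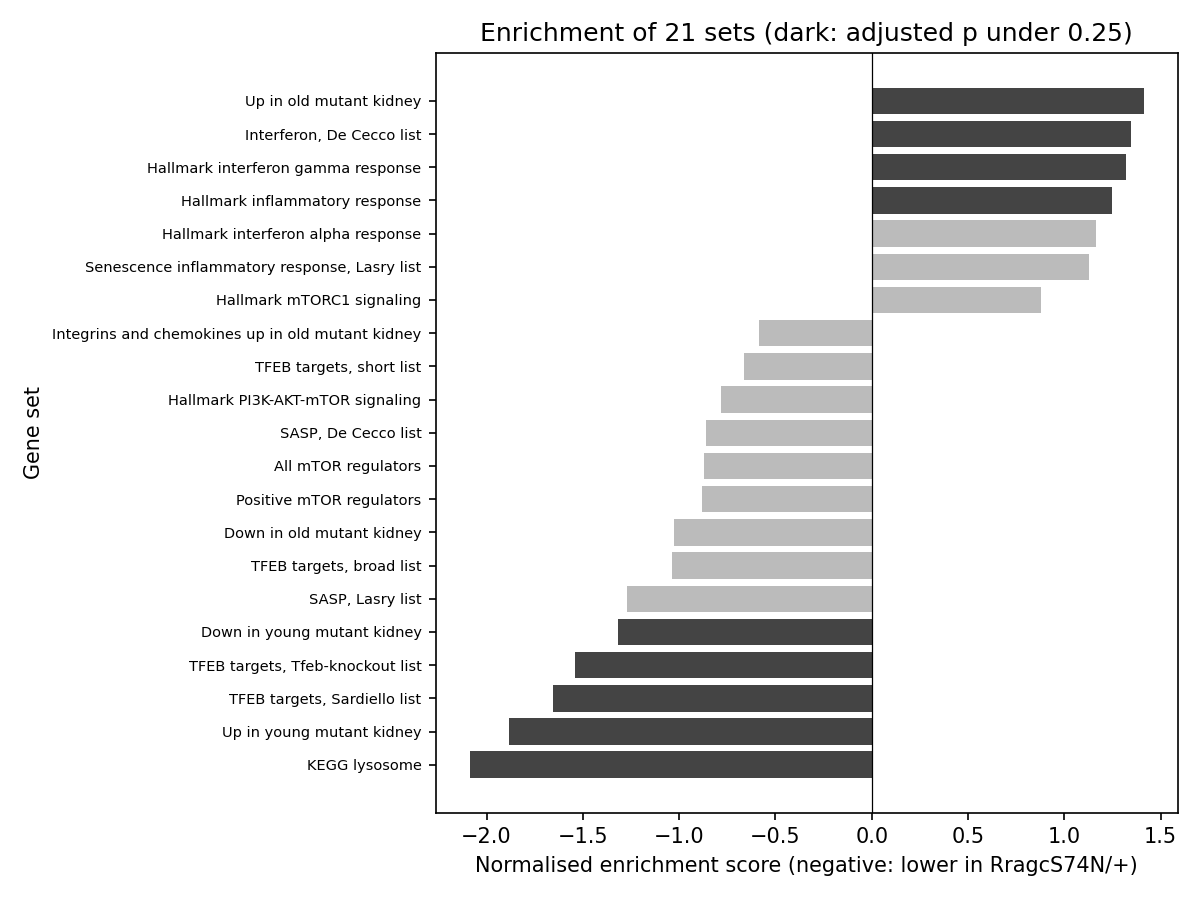
Normalized enrichment score (horizontal axis, no unit) of each of 21 gene sets (vertical axis), negative where genes rank lower in RragcS74N/+. Dark bars mark the 9 sets with an adjusted p-value under 0.25, from -2.09 for KEGG lysosome to 1.41 for genes that rose in old mutant kidney.

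The composition of the sorted cells was compared through marker lists. Transcripts of the sorting markers were similar in both genotypes. Ly6g measured 2639 ± 396 (SD, n = 5) and 2798 ± 891 normalized counts (SD, n = 4), with log2 changes of 0.05 for Ly6g, -0.09 for Itgam and -0.16 for Ptprc. Cxcr2 and Cxcr4, among the markers of fresh and aged neutrophils, had log2 changes of -0.13 and 0.04. Each of these 5 genes had an adjusted p-value of at least 0.781 in limma. Y-linked transcripts were read in each library, with Ddx3y between 59.9 and 139 normalized counts.

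Of the 9 marker lists with listed genes, 0 had an unadjusted p-value under 0.05 and 0 an adjusted one (exact permutation tests, two-sided). The smallest p-value that the splits of the libraries allow is 0.00794, or 0.0714 after adjustment if 1 list reaches it, so a single list could not have passed the adjusted threshold. The mature neutrophil score differed by -0.05 and the secondary granule score by -0.13 on the log2 scale. The cell cycle score differed by 0.18, the immediate early score by -0.08, the B cell score by 0.04, the T and NK cell gene by -0.34 and the monocyte gene by -0.66. Single libraries moved several of these differences. Removal of RragcS74N/+ replicate 1 took the secondary granule difference to -0.00556, removal of RragcS74N/+ replicate 3 took the cell cycle difference to 0.0714 and the mature neutrophil difference to 0.00083, and removal of Rragc+/+ replicate 2 took the monocyte difference to -0.38. The B cell difference reversed to -0.14 without RragcS74N/+ replicate 2, and the immediate early difference to 0.11 without RragcS74N/+ replicate 4. The erythroid score was 8.24 ± 0.91 (SD, n = 5) in Rragc+/+ and 6.50 ± 1.25 (SD, n = 4) in RragcS74N/+ (exact permutation test, p = 0.0556, adjusted p = 0.429). Hba-a2 measured 995 ± 454 normalized counts (SD, n = 5) in Rragc+/+ and 267.5 ± 183.6 (SD, n = 4) in RragcS74N/+, and Rragc+/+ replicate 1, at 266, lay within the RragcS74N/+ range. Hba-a1 and Hba-a2 are near-identical copies, and their separate counts are uncertain. The eosinophil and basophil score differed by 1.24 (exact permutation test, p = 0.190), or by 0.79 without RragcS74N/+ replicate 2 and 0.78 without replicate 4, with Prg2 at 140 and 159 normalized counts in RragcS74N/+ replicates 2 and 4 and at 80.2 in Rragc+/+ replicate 5.

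**Figure D3:**
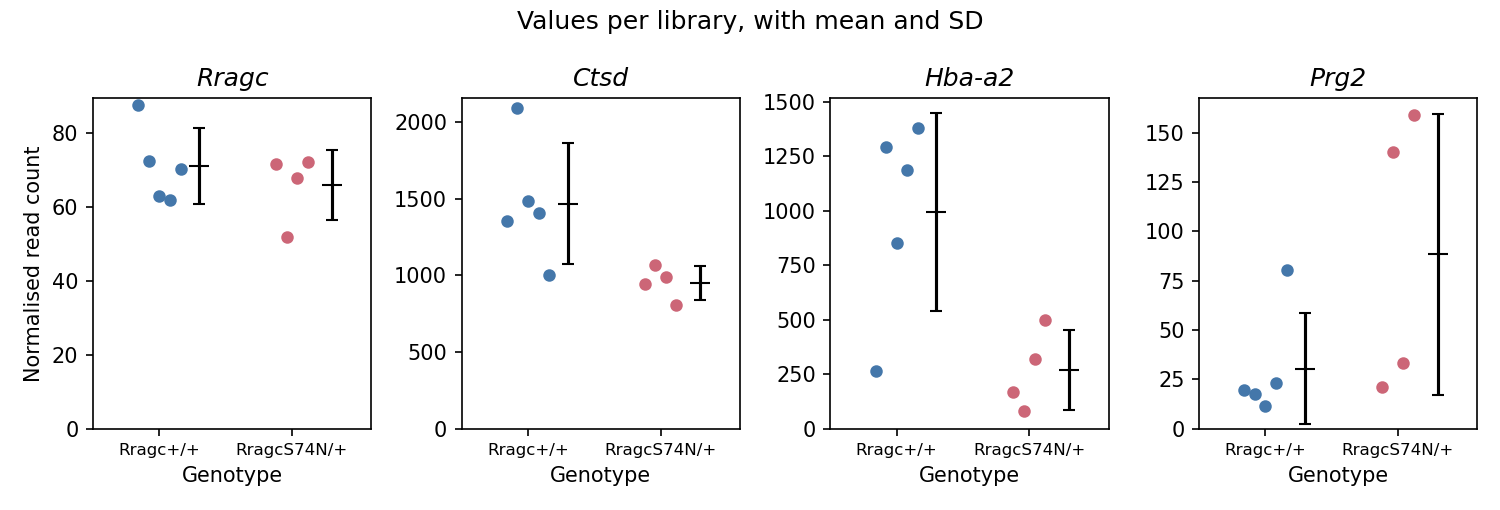
Normalized read counts (vertical axes, from 0) of Rragc, Ctsd, Hba-a2 and Prg2 in each library, by genotype (horizontal axis). Points are libraries and black bars the mean and SD, and Ctsd runs from 1005 to 2094 in Rragc+/+ and from 807 to 1070 in RragcS74N/+.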

Values the study reported

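The study reported no differentially expressed genes between neutrophils of young Rragc+/+ and RragcS74N/+ mice, from 5 mice of each genotype. It also reported a few signatures enriched in Rragc+/+ neutrophils, among them apoptosis and the targets of TFEB and of NFKBIA. Lower TFEB targets in RragcS74N/+ are thus a direction that the study had already reported. Sets for apoptosis and NFKBIA targets were not among those tested here, so these 2 results of the study were not examined. In kidneys of young mice it reported 689 differentially expressed genes, 335 of them higher and 354 lower in the mutant.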

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

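The GC content, length and depth tests in this part were chosen after the results they concern were seen. A library far from the others of its genotype was sought for each reported value, and 7 were found, where chance alone would give 9.3. The number gives no reason to treat the single genes below as more than chance, and no biological explanation was tested for any of these libraries, since each lies apart within its own genotype.

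Rragc+/+ replicate 2 had a mean Spearman correlation of 0.891 with the other libraries, and the next lowest library of its genotype had 0.935, a gap of 0.829 of the range. Loadings of the first principal component, on which it scored highest, correlated with 3′ GC content across 969 genes (Spearman 0.472), which are not independent replicates, and with transcript length at 0.0428. Removal of each library's GC trend raised its mean correlation to 0.904, still the lowest of the 9. Removal of the length trend gave 0.893, and thinning of all libraries to the same total gave 0.889, both still the lowest. GC content, transcript length and depth as tested therefore do not account for the whole distance of this library, although GC content may account for part of it. RNA quality was not tested.

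In RragcS74N/+ replicate 1, single-exon unclassified transcripts took 0.307% of reads, against 0.149% in the next library of its genotype, a gap of 0.865 of the range. The log2 ratio of that share to the mean of the other libraries was 0.989, while multi-exon long non-coding genes had a log2 ratio of 0.0294. Reads from unspliced RNA or genomic DNA are a candidate source. That idea came from the same values, so it cannot be told apart from other sources here.

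Among single genes, Ninj1 was low in RragcS74N/+ replicate 1, with a gap of 0.918 of the range, and Flcn was high in RragcS74N/+ replicate 4, with a gap of 0.888. After removal of the GC trend the gaps were 0.862 for Ninj1 and 0.832 for Flcn, both still past the critical value, which argues against that trend as their whole cause. Furin and Sqstm1 were low in RragcS74N/+ replicate 4, with gaps of 0.872 and 0.836, and these fell to 0.533 and 0.702 after the correction, so a GC trend may account for them. The B cell score, which rests on 2 genes, was low in Rragc+/+ replicate 2, with a gap of 0.751 that stayed at 0.746 after the correction.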

How the results depend on the processing

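The corrections for GC content and transcript length were chosen after the data were seen. No paired analysis was possible because the labels give no replicate numbers. The count of 0 genes at an adjusted p-value under 0.05 held under each of the 23 alternatives, with 388 genes at an unadjusted p-value under 0.05 as reported. That second count was 191 with genes of a mean of at least 50, where fewer genes were tested, and 769 with array quality weights, where the cause was not tested. It ranged from 201 genes, without Rragc+/+ replicate 2, to 907 genes, without Rragc+/+ replicate 5, across the 9 fits that each left out one replicate. The split was 254 lower and 134 higher as reported, or 65.5% lower. Across the alternatives this share ran from 55.5% (356 lower and 285 higher, without Rragc+/+ replicate 1) to 73.9% (340 lower and 120 higher, with edgeR), and it was 56.0% with array quality weights (431 lower and 338 higher). In simulated counts at this depth and number of libraries, limma called 67.4% of genes with a log2 change of 1 and 99.0% of those with a change of 2. Those genes were simulated independently of each other, with the spread typical of their expression, no GC trend and no outlying library. These shares may therefore be too high for the real libraries. In limma, splits of the real libraries gave from 33 to 1706 genes at an unadjusted p-value under 0.05, against 337 in the unchanged simulation. Spread between libraries also limited large changes, since Hba-a2, with a log2 change of -1.99, had an adjusted p-value of 0.713 in limma.

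The count of pathway genes past the threshold over the list alone was 0 as reported and 1 with array quality weights or DESeq2, the gene being Ctsd in both. It ranged from 0 to 1 across the fits that each left out one replicate, with 1 without Rragc+/+ replicate 5. The cause was not tested.

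The count of 9 gene sets became 4 with array quality weights, 5 with camera and its preset correlation, 0 with camera and an estimated correlation, 0 with fry and 5 at a threshold of 0.05. The last follows from the stricter threshold, and for the others the cause was not tested. It ranged from 5 to 14 sets across the fits that each left out one replicate, with 14 without Rragc+/+ replicate 2 and 5 without Rragc+/+ replicate 5 or RragcS74N/+ replicate 4. KEGG lysosome, the Sardiello list and the Tfeb-knockout list kept their direction under all 26 alternatives. They lost the threshold with the estimated correlation (adjusted p = 0.930 in camera for each) and with fry (adjusted p = 0.860 for each). The Tfeb-knockout score ranged from -1.58 to -1.19 across the fits that each left out one replicate, and lost the threshold without RragcS74N/+ replicate 4. The short list, at -0.66, reversed to 0.68 with columns rescaled to the same total, 0.83 with array quality weights and 0.89 with ranking by log2 fold change, and ranged from -0.99 to 0.71 across the fits that each left out one replicate, reversing without Rragc+/+ replicate 1. The broad list reversed with fry (adjusted p = 0.913) and ranged from -1.07 to 0.95 across the fits that each left out one replicate, reversing without Rragc+/+ replicate 1. Neither of these lists passed the threshold in any setting. The cause was not tested.

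Genes that rose in old mutant kidney reversed to -0.97 with the GC trend removed, and ranged from -0.78, without RragcS74N/+ replicate 1, to 2.14 across the fits that each left out one replicate. The inflammatory response ranged from -0.94, without RragcS74N/+ replicate 1, to 1.57 across the same fits. It kept its direction but lost the threshold under 19 of 26 alternatives, besides the one that reversed it (adjusted p = 0.799 in fgsea). The De Cecco interferon list, at 1.35, fell to 0.69 without RragcS74N/+ replicate 4. It lost the threshold under 14, genes lower in young mutant kidney under 12 and the interferon gamma response under 8. Over single genes and enriched sets outside the TFEB-lysosome group, 523 values kept direction and threshold side, 62 lost the threshold and 28 reversed. No gene had passed, so only sets could lose it.

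The Rragc difference ranged from -0.15 to 0.0011 across the fits that each left out one replicate, reversing without RragcS74N/+ replicate 2. The distance between genotypes minus that within was near 0 and reversed to 0.0204 with a pseudocount of 5, 0.126 with genes of a mean of at least 50, 0.132 with all tested genes, 0.00565 with 1 minus Spearman correlation and 0.0563 with the length trend removed. It ranged from -2.14 to 3.38 across the fits that each left out one replicate, with 2.54 without Rragc+/+ replicate 1 and 3.38 without Rragc+/+ replicate 5. Its p-value was at least 0.114 in every setting run (exact permutation test).

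No marker list passed the adjusted threshold in any setting run, which the number of splits nearly fixes and which says little about stability. The smallest adjusted p-value that 1 list can reach is 0.0714 with all libraries, 0.257 without a Rragc+/+ library and 0.161 without a RragcS74N/+ library, so at least 2, 6 and 4 lists would have to pass together (exact permutation tests). At an unadjusted p-value under 0.05 there were 0 lists as reported. Without Rragc+/+ replicate 1 there were 2, erythroid and T and NK cell, both at the smallest possible p-value, 0.0286. The erythroid score alone was also under 0.05 with columns rescaled to the same total, the median in place of the mean or the length trend removed. The immediate early score reversed to 0.21 with the median in place of the mean and ranged from -0.21 to 0.11 across the fits that each left out one replicate. Across the same fits the B cell score ranged from -0.14 to 0.25 and the mature neutrophil score from -0.0916 to 0.00083. The secondary granule score ranged from -0.20 to -0.00556 and the cell cycle score from 0.0714 to 0.347, each moving by over 1.5 times in 5 of the 9 fits. The monocyte gene ranged from -0.87 to -0.38, moving that far without Rragc+/+ replicate 2, and the eosinophil and basophil score from 0.78 to 1.76, moving that far without RragcS74N/+ replicate 2 (0.79) or 4 (0.78). The erythroid score stayed lower in RragcS74N/+, from -2.17 to -1.23 across those fits. With the GC trend removed, the secondary granule score was -0.0197, the cell cycle score 0.11 and the monocyte gene -0.36.

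Tfeb, Ctsd and Lamtor1 stayed lower in RragcS74N/+ in every setting run, but with the GC trend removed Tfeb went from -0.57 to -0.20, Ctsd from -0.59 to -0.34 and Lamtor1 from -0.30 to -0.19. The cause was not tested. Among single pathway genes with small differences, Rheb reversed to -0.00283 with columns rescaled to the same total, -0.00651 with edgeR and -0.0404 with the GC trend removed. Fnip1 reversed to -0.0402 with array quality weights and -0.0942 with the GC trend removed, where Rraga reversed to -0.0197, Rragd to -0.0366 and Mitf to -0.11. Mtor reversed to -0.0457 with the length trend removed. Across the fits that each left out one replicate, Rheb ranged from -0.0592 to 0.0796, Mtor from -0.0582 to 0.0626, Flcn from -0.21 to 0.13, Fnip1 from -0.0546 to 0.19, Mitf from -0.0382 to 0.20 and Rragc from -0.15 to 0.0011.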

Other observations

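The tests of the enriched sets and of haemoglobin transcripts in this part were chosen after those results were seen. The splits for the 2 counts and the test of genes around Rragc were planned before any test was run, and the size of the window around Rragc was set later, before its value was computed. The rules by which the monocyte and erythroid lists and the random seeds were read were made stricter after their values were seen.

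Of 100 splits of the 9 libraries, the real one included, 21 gave at least as many genes at an unadjusted p-value under 0.05, and 42 gave at least as many gene sets under 0.25. The splits gave a median of 8 sets, against 9 in the real one, so gene permutation called sets under most regroupings of these libraries. Some gene at an adjusted p-value under 0.05 appeared in 3 of the 100 splits.

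An enrichment score of at least the observed size, in either direction, was found in 8 of the 100 splits for KEGG lysosome, 14 for the Sardiello list, 4 for the Tfeb-knockout list, 18 for genes that rose in young mutant kidney and 64 for genes that rose in old mutant kidney. The Tfeb-knockout list alone fell under a share of 0.05. It was 1 of 5 sets tested this way with no adjustment, and its adjusted p-value in the enrichment rose to 0.463 without RragcS74N/+ replicate 4.

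After removal of the GC trend the adjusted p-values were 0.0339 for KEGG lysosome, 0.186 for the Sardiello list and 0.232 for the Tfeb-knockout list. Over 20 random seeds the first 2 stayed under 0.25 each time, and the Tfeb-knockout list did so in 10, so a GC trend cannot be told apart from other causes for that list. Both kidney sets lost their enrichment, with an adjusted p-value of 0.852, and GC content is a candidate explanation for them. After removal of the length trend the adjusted p-values were 0.0170 for KEGG lysosome, 0.0323 for the Sardiello list, 0.0966 for the Tfeb-knockout list, 0.0170 for genes that rose in young mutant kidney and 0.301 for genes that rose in old mutant kidney. The last was under 0.25 in 1 of 20 seeds, so length cannot be told apart from other causes there.

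The highest adjusted p-value over the fits that each left out one library was 0.0413 for KEGG lysosome, 0.225 for the Sardiello list and 0.0405 for genes that rose in young mutant kidney, so no single library decided these. It was 1 for genes that rose in old mutant kidney, which rested on single libraries. Monocyte or macrophage RNA was tested with a list of which 7 of 14 genes were listed. Its score differed by -0.23 (log2) with a pooled SD of 0.30 (exact permutation test, p = 0.302). Apoe, its most abundant gene, measured 116.3 normalized counts on average in Rragc+/+ and 101.3 in RragcS74N/+. Its genes went both ways. Mrc1 and Vcam1 were higher in RragcS74N/+, with log2 differences of 0.61 and 0.10, and the other listed genes were lower. The list score lies in the direction of the lysosomal sets and within its spread. Such RNA therefore cannot be told apart from a change within neutrophils for KEGG lysosome and both TFEB lists. A lower expression of lysosomal genes in RragcS74N/+ remains a hypothesis that these splits do not separate from chance.

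Haemoglobin transcripts changed by -1.64 on the log2 scale in RragcS74N/+ (exact permutation test, p = 0.0556). Other erythroid genes, 13 of which were tested, followed the haemoglobin score across libraries within genotypes more closely than 100% of 1000 random lists of similar expression, with a mean correlation of 0.557 against 0.0159. RNA from erythroid cells could therefore vary between libraries. The mean of these 13 genes did not differ between genotypes, however (log2 difference -0.02, exact permutation test, p = 0.929). Of these, 8 had means from 11.8 to 30.3 normalized counts, where a small erythroid share would show more readily than in abundant genes, and their mean did not differ either (log2 difference 0.015, exact permutation test, p = 0.968). They went both ways, with 4 lower and 4 higher in RragcS74N/+, from -0.79 for Bpgm to 0.83 for Ube2l6. Alas2, an erythroid gene of the first marker list, was left out of these 13 because its values had been seen. It fell with haemoglobin, from 20.6 ± 12.98 normalized counts (SD, n = 5) to 5.32 ± 5.42 (SD, n = 4), a log2 change of -2.16 (exact permutation test, p = 0.0476, adjusted p = 0.713 in limma), and had 0 reads in RragcS74N/+ replicate 2. The difference between genotypes thus has a counterpart in Alas2 but not in the mean of the 13 genes, and erythroid RNA and a genotype effect cannot be told apart for it because the erythroid genes go both ways.

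In the window of 51 tested genes centered on Rragc on chromosome 4 (neighbors from assembly GRCm38), 1 had an unadjusted p-value under 0.05, against a median of 3 over 5524 windows. The genes nearest the edited locus therefore held no excess of small p-values. A window of 51 genes could not have held most of the 388 genes under that threshold. The test thus does not address the source of the others.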
